A study of Mus musculus with 3 samples. Its data were reported in "Notch signaling determines cell-fate specification of the two main types of vomeronasal neurons of rodents" (2022).

How the data were processed

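The series holds 3 single-cell RNA-seq libraries of the vomeronasal organ (VNO) of male mice, made with 10x Genomics 3' chemistry from frozen suspensions of papain-dissociated tissue. The vomeronasal organ is a paired chemosensory organ of the nasal septum whose vomeronasal sensory neurons (VSNs) carry receptors of the V1R family (apical VSNs) or of the V2R family (basal VSNs). One library came from a control at postnatal day 10 (P10), 1 from a mutant at P10 and 1 from a mutant at 3 months. The control carries the Cre recombinase driven by the olfactory marker protein gene (OMPCre) without the transgene. The mutant carries OMPCre and a Rosa26 transgene for AP-2ε, the transcription factor encoded by Tfap2e, so that AP-2ε is made in neurons that have begun to express Omp. The study describes the P10 control library only, and the mutant libraries were grouped from the sample labels. Each group has 1 library. No test, p-value or standard error between groups was therefore computed, and differences between libraries have no replicate check. Genotype and library cannot be told apart at P10, and age and library cannot be told apart between the mutants.

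The deposited values are whole counts of unique molecular identifiers (UMIs) per gene and barcode, not normalised. Per the file headers the authors made these counts with Cell Ranger 4.0.0 for both P10 libraries and with Cell Ranger 6.0.1 for the 3-month library. Per the study's methods the reads were aligned to the mouse genome mm10. The feature list of each library had 32285 genes, of which 32158 identifiers were found in GENCODE M21 for GRCm38, and coordinates were taken from that annotation. There were 40 repeated symbols, and the first entry of each was used. Trpc2, one of the genes fixed for naming, was not analysed here because no feature carried that symbol.

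The filters followed the study: barcodes with at least 200 and at most 9000 genes and at most 5% mitochondrial UMIs, and genes seen in at least 3 cells for clustering. Every barcode in the files had at least 500 UMIs. Total UMIs were 83870584 in the P10 control, 80760046 in the P10 mutant and 70074800 in the 3-month mutant, and the kept cells held 22321048, 17361996 and 35548118 of them. Doublets were not removed in the main results. Scrublet, as provided by scanpy, marked 0 barcodes at the threshold it set, so the alternative without doublets left out the highest-scoring barcodes at a rate of 0.8% per 1000 barcodes, which were 538, 629 and 848 barcodes. No correction for free RNA was made.

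The kept cells of all libraries were clustered together without integration. Counts were log-normalised to 10000 UMIs per cell, 2000 variable genes were chosen with the library as batch, and Leiden clustering at resolution 1 was run on 30 principal components with 20 neighbours. All Vmn1r and Vmn2r receptor genes and 23 other genes whose levels are results were left out of the clustering genes. Clusters were named from marker lists of 27 cell classes. Lineage clusters were clustered again with 15 components at resolution 2. A name needed 3 markers with at least 10 UMIs and a level at least 2 times the median cluster, and a cluster led by genes of another class stayed unnamed. A sub-cluster that held over 20% of the level of another type's leading genes was called mixed and left out of the neuronal classes. The markers, filters, comparisons and alternatives were fixed before the data were examined. The scoring of clusters against the markers, the sub-cluster resolution and the rule for mixed sub-clusters were set after the clusters had been seen, and the share of cells they keep out is given in the report. A cluster named for a class is called by that name or "-like" throughout, and differences from the study can come from these rebuilt names.

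A mature VSN with at least 5 receptor UMIs was V1R-dominant when at least 80% of them were Vmn1r and V2R-dominant when at least 80% were Vmn2r. Levels are CPM, the pooled counts of a gene divided by all UMIs of the same cells and scaled in the usual way, with exact Poisson 95% intervals. Ratios of CPM have the conditional exact binomial 95% interval, and shares have the exact Clopper-Pearson 95% interval. All intervals cover counting error only, neither the variation between cells nor that between animals. A count of 0 was taken to allow up to 3 counts. Shares of cells with a UMI were computed after each cell was thinned to 2000 UMIs in 1 seeded draw, leaving out shallower cells. As 1 draw moves such shares, 20 other draws were added after the data had been seen.

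The basal gene list held genes higher in V2R-dominant than in V1R-dominant cells of a random part of the P10 control cells, called part A, and the apical list the reverse. A list gene had at least 50 UMIs in both classes together and a lower 95% bound of the CPM ratio of at least 2. Receptor genes, mitochondrial genes and Tfap2e were left out. The control value in each comparison came from the remaining control cells, called part B, so that the counts that chose a list did not also test it. For each list the median log2 CPM ratio, with 0.5 added to each count, was set against 10000 random lists of the same size matched on mean expression within 50 genes on each side, over genes with at least 10 UMIs in both groups together. Its percentile describes these libraries and is not a test.

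Genes were named by a fixed rule. The first part is a fixed set of Notch pathway, lineage, VSN and sex-linked genes. The second part, for V1R-dominant and for V2R-dominant VSNs and for each of the 2 comparisons, is the 5 genes higher and the 5 lower with the most extreme near bound of the 95% interval, among genes with at least 50 UMIs in both groups together that were above the level of non-neuronal cells of the library where they were higher. Receptor, mitochondrial, ribosomal protein, X-inactivation and Y-linked genes were left out of it. The third part, for Bcl11b-positive over Bcl11b-negative precursors, is the 5 genes higher and the 5 lower with the largest smallest change over the 3 libraries, among genes with at least 30 UMIs that moved the same way in each. Other genes named in the closing section were chosen after their values had been seen.

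The ratio intervals were tested on simulated counts drawn from the V1R-dominant cells of the P10 libraries, with 200 of 5181 genes changed. The 95% interval left out a ratio of 1 for 58.0% of genes planted at 1.5-fold, 84.0% at 2-fold, 100% at 4-fold and 100% at 8-fold, and for 4.34% of the 4981 unchanged genes. A simulated list of 40 genes with no shift had a median log2 ratio of -0.06, at percentile 7.48, and 1 shifted by 0.5 had a median of 0.58, at percentile 100. These simulations hold counting error alone, so they say nothing of the spread between animals.

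The alternatives, 737 values in all, changed 1 choice at a time: the mitochondrial limit (10%), the gene minimum (1000), resolution 2, each library clustered on its own, doublets left out, the mixed sub-cluster kept, receptor dominance at 60% and 95%, 10 receptor UMIs, thinning before the receptor call, the mean over cells in place of pooled CPM, median-of-ratios scaling, list bounds of 4, list minimums of 20 and 200 UMIs, exchanged parts A and B, Meis2 in place of the receptor call, and other definitions of precursors and stages. The wider use of the 10% limit, the ranked doublets, the mixed sub-cluster kept, the cells with at least 2000 UMIs, the list without epithelial classes and the other draws were added after the data had been seen. Python 3.11.15 was used with NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, scanpy 1.11.5, anndata 0.12.19, scikit-learn 1.9.0, python-igraph 0.11.9, leidenalg 0.10.2 and matplotlib 3.10.9.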

Results

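Single-cell transcriptomes of the VNO were compared in 3 libraries: 1 from a control at P10, 1 from an AP-2ε mutant at P10 and 1 from an AP-2ε mutant at 3 months. The comparisons bear on what ectopic AP-2ε does to the V1R and V2R types of VSN early and later, and on Notch signaling in the precursors that give rise to both. The files held 8202 barcodes in the P10 control, 8864 in the P10 mutant and 10293 in the 3-month mutant, with median UMIs per barcode of 4331, 3744 and 3151. The median share of mitochondrial UMIs was 8.66%, 10.99% and 5.64%. As labelled, all libraries were male: Xist had 13, 11 and 7 UMIs, and the Y-linked gene Ddx3y had 4699, 5882 and 3523. The gene with the most UMIs was Malat1 in the P10 control (2.33% of UMIs) and in the P10 mutant (2.87%), and Gm42418 in the 3-month mutant (4.85%). There was 1 library per group, so no difference below has a replicate check, and the intervals in brackets are 95% intervals that cover counting error only.

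The filters kept 1576 cells of the P10 control (19.2% of barcodes [18.4, 20.1]), 1275 of the P10 mutant (14.4% [13.7, 15.1]) and 4541 of the 3-month mutant (44.1% [43.2, 45.1]). The mitochondrial limit moved these shares most. At a limit of 10%, 58.5%, 44.6% and 67.6% of barcodes were kept. The median UMIs of kept cells were 11836, 11097 and 4604.

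The neuronal lineage, from precursors to mature VSNs, made up 17.5% [15.7, 19.5] of the P10 control cells (276 cells), 8.94% [7.43, 10.6] of the P10 mutant cells (114) and 3.68% [3.15, 4.27] of the 3-month mutant cells (167). With each library clustered on its own the share was 21.6% in the P10 control and 12.0% in the P10 mutant, but 75 of 105 and 31 of 69 sustentacular-like cells were then named mature VSN. Without these cells the shares were 16.9% and 9.57%. Sustentacular-like cells, the supporting cells of the epithelium, made up 6.66% [5.48, 8.01], 5.41% [4.23, 6.80] and 2.51% [2.08, 3.01]. The share of neutrophils was 13.9%, 22.4% and 9.40%, and that of gland and secretory epithelium was 7.61%, 2.43% and 18.6%. The gland cells of the 3-month library had a median of 674 UMIs, so their share depends on the low gene minimum. Unnamed clusters held 2.28%, 6.82% and 2.36% of cells. The mixed VSN sub-cluster, which was left out of the lineage, held 1.90%, 1.10% and 0.220%.

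Within the lineage, precursors were 17.4% [13.1, 22.4] of cells in the P10 control (48 cells), 15.8% [9.63, 23.8] in the P10 mutant (18) and 16.8% [11.4, 23.3] in the 3-month mutant (28). Immature VSNs were 47.8% [41.8, 53.9], 50% [40.5, 59.5] and 25.1% [18.8, 32.4]. Mature VSNs were 34.8% [29.2, 40.7] (96 cells), 34.2% [25.6, 43.7] (39) and 58.1% [50.2, 65.7] (97). No cluster was named progenitor, so no share of progenitors is given. Clustering each library on its own gave mature VSNs 65.7% in the P10 control, or 56.0% without the sustentacular-like cells named mature VSN by it. By detection of marker genes the mature shares were 31.3%, 24.4% and 37.0%. The 3-month share was the highest under each method, but its distance from the others depended on the method. Different sub-clusters held the mature VSNs of the libraries. Sub-cluster 0 held 64 of the P10 control, 29 of the P10 mutant and 7 of the 3-month cells, while sub-cluster 1, with a median of 905 UMIs, held 11, 0 and 61, and sub-cluster 5 held 21, 10 and 29. The median UMIs of mature VSNs were 22743, 26513 and 1342.

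Tfap2e (ENSMUSG00000042477, protein coding, GRCm38 chromosome 4, 126716006 to 126736240, minus strand) is the gene the transgene expresses. In V1R-dominant VSNs it had 1 UMI in the P10 control (0.849 CPM [0.0215, 4.73], 58 cells), 444 UMIs in the P10 mutant (757 CPM [689, 831], 25 cells) and 57 UMIs in the 3-month mutant (225 CPM [171, 292], 34 cells). The ratio of the P10 mutant to the control was 892 [159, 35324]. The choice of cells moved it most: over mature VSNs with a Meis2 UMI the ratio was 106. The 3-month level was 0.297 [0.222, 0.393] of the P10 mutant level. In V2R-dominant VSNs, which express Tfap2e in the control, the levels were 142 CPM [110, 181] (19 cells), 512 CPM [425, 611] (9 cells) and 220 CPM [183, 263] (40 cells), a ratio of 3.59 [2.64, 4.92] for the P10 mutant over the control and 0.430 [0.332, 0.558] for the 3-month over the P10 mutant. The deposited counts do not separate transcripts of the transgene from those of the gene itself.

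After thinning to 2000 UMIs, Tfap2e was seen in 1.75% of V1R-dominant VSNs in the P10 control, 66.7% in the P10 mutant and 40% in the 3-month mutant, with 1, 1 and 19 shallower cells left out. Without thinning the shares were 1.72%, 92.0% and 41.2%. In V2R-dominant VSNs the thinned shares were 15.8%, 44.4% and 53.6%, with 0, 0 and 12 cells left out, and the unthinned shares 84.2%, 100% and 65.0%. The draw mattered for these shares. In V1R-dominant VSNs 20 other draws gave 0% to 1.75% in the P10 control, 50% to 83.3% in the P10 mutant and 13.3% to 53.3% in the 3-month mutant. In V2R-dominant VSNs they gave 10.5% to 42.1%, 33.3% to 77.8% and 21.4% to 46.4%, the last all below the value of 53.6%, and no order is read from the V2R-dominant shares. In immune, stromal, glial and endothelial cells, which should lack the gene, the thinned shares were 0.127%, 3.25% and 2.38% and the unthinned shares 0.338%, 14.9% and 6.83%. These cells had median UMIs of 9074, 9497 and 5229.5. Their Tfap2e level was 0.286, 16.5 and 10.7 CPM.

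**Figure D1:**
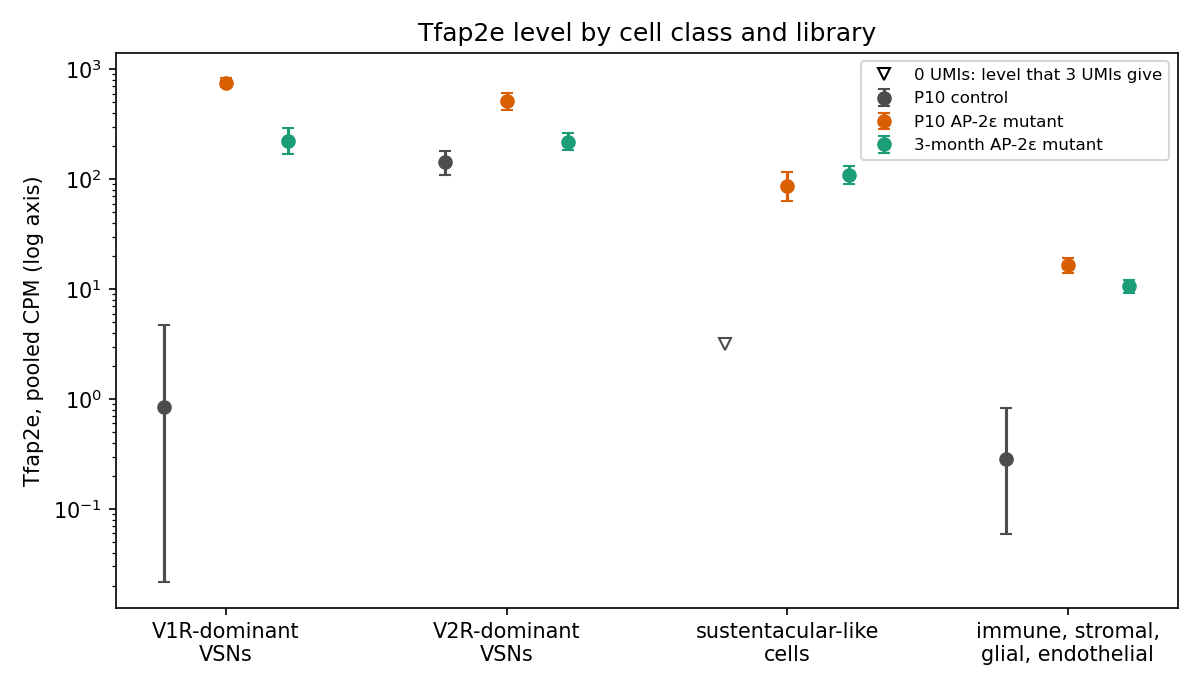
Tfap2e level as pooled CPM (log axis) in 4 groups of cells of the 3 libraries. Points are pooled values, bars are exact Poisson 95% intervals, and the open triangle marks the level that 3 UMIs would give where 0 were counted. In V1R-dominant VSNs the level was 0.849 CPM in the P10 control, 757 in the P10 mutant and 225 in the 3-month mutant.

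The share of V1R-dominant cells among classified mature VSNs was 75.3% [64.2, 84.4] in the P10 control (58 of 77), 69.4% [51.9, 83.7] in the P10 mutant (25 of 36) and 45.9% [34.3, 57.9] in the 3-month mutant (34 of 74). A difference between the P10 libraries was not detectable at this depth. Thinning every cell to 2000 UMIs moved the 3-month share most, to 33.3%. Cells with both receptor families were 0 of 77 in the P10 control, which allows up to 4.68%, 2 of 36 in the P10 mutant (5.56% [0.680, 18.7]) and 0 of 74 in the 3-month mutant, which allows up to 4.86%. Too few receptor UMIs were found in 19, 3 and 23 mature VSNs.

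The summed Vmn1r level of mature VSNs was 11533 CPM in the P10 control, 12179 in the P10 mutant and 5655 in the 3-month mutant. The summed Vmn2r level was 2049, 2393 and 9919 CPM. Under the mean over cells the 3-month Vmn2r level was 6215 CPM, the largest shift of this measure. Within V1R-dominant VSNs the Vmn1r level of the P10 mutant was 1.10 [1.08, 1.13] times that of the control. Vmn2r UMIs in these cells rose from 25.5 to 155 CPM, a ratio of 6.10 [3.996, 9.54], and were at 407 CPM in the 3-month mutant. Near-identical receptor genes share reads, so levels are given for the families only.

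**Figure D2:**
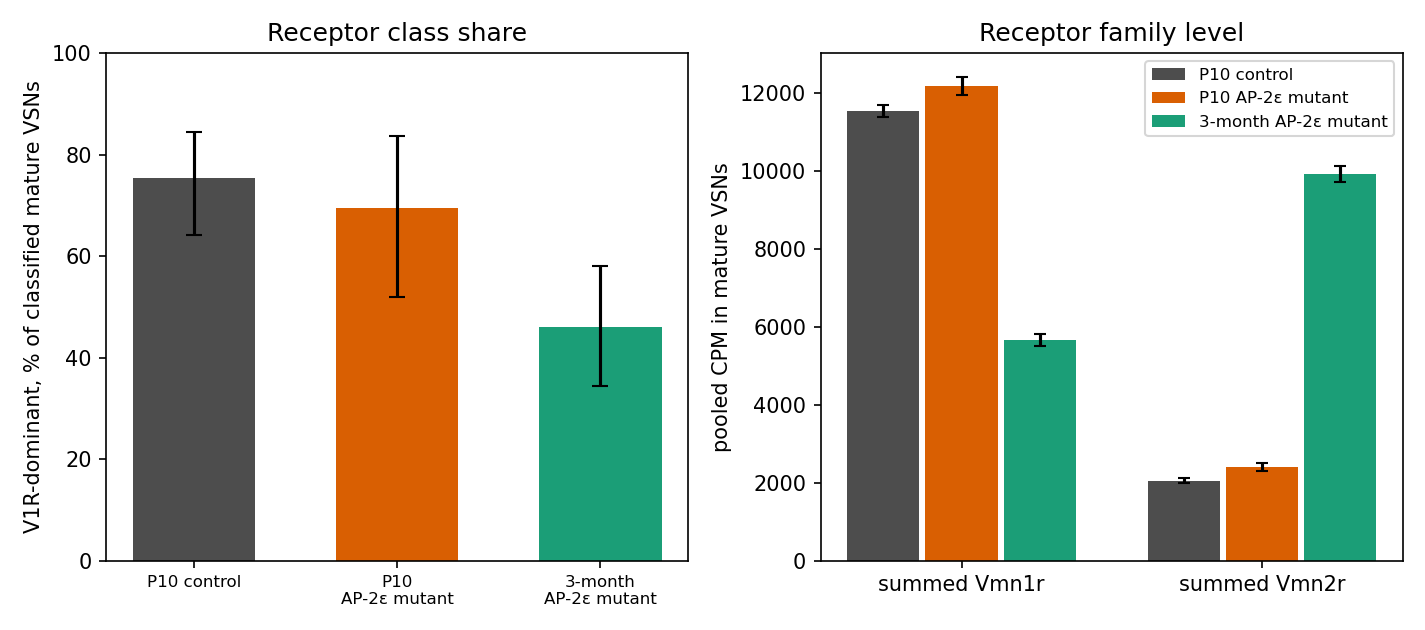
Left, the V1R-dominant share of classified mature VSNs in percent, with exact Clopper-Pearson 95% intervals. Right, the summed Vmn1r and Vmn2r levels of mature VSNs in pooled CPM, with exact Poisson 95% intervals. The 3-month mutant had the lowest V1R-dominant share (45.9%) and the highest Vmn2r level (9919 CPM).

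Genes of the apical and basal types were then compared in V1R-dominant VSNs. Gnao1 (ENSMUSG00000031748, protein coding, chromosome 8, 93809966 to 93969388, plus strand), which encodes the G protein subunit of basal VSNs, was at 15.3 CPM in the P10 control and 121 CPM in the P10 mutant, a ratio of 7.93 [4.67, 14.1], and at 19.8 CPM in the 3-month mutant, a ratio to the P10 mutant of 0.163 [0.0514, 0.399]. Gnai2 (ENSMUSG00000032562, protein coding, chromosome 9, 107614125 to 107635367, minus strand), its apical counterpart, was at 3580 and 2771 CPM at P10, a ratio of 0.774 [0.730, 0.820]. The apical transcription factor gene Meis2 (ENSMUSG00000027210, protein coding, chromosome 2, 115863064 to 116065839, minus strand) had a ratio of 0.884 [0.795, 0.982] and Nrp2 one of 0.731 [0.598, 0.889]. Robo2 had 0 UMIs in the control and 7 in the P10 mutant. Bcl11b did not differ detectably, with a ratio of 1.00 [0.718, 1.39].

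The basal list held 43 genes and the apical list 31, chosen in 22 V1R-dominant and 12 V2R-dominant cells of part A of the control. In the 36 V1R-dominant cells of part B, against the V2R-dominant cells of the same part, the lists had median log2 ratios of V2R over V1R of 1.99 and -1.85. For the P10 mutant over part B of the control in V1R-dominant VSNs, the basal list had a median log2 ratio of 0.68, above all 10000 random lists (percentile 100), and the apical list one of -0.43, below all of them (percentile 0). Of the list genes with at least 10 UMIs, 39 of 42 basal genes were higher and 27 of 31 apical genes were lower. The minimum of UMIs for a list gene moved the basal median most: it was 0.54 at 200 UMIs. Part B over part A of the control, where no change is present, gave 0.10 (percentile 98.3) for the basal list and -0.12 (percentile 0) for the apical list, so shifts of that size arise from choosing lists in one part. In the named non-neuronal cells the basal list had a median of -0.14 (percentile 0.04).

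In V2R-dominant VSNs of the P10 mutant over the control, the apical list had a median of 0.41 (percentile 99.99) and the basal list one of -0.14 (percentile 0.87). Gnai2 was at 375 and 1107 CPM, a ratio of 2.95 [2.43, 3.59], and 1 of the 9 mutant cells held 43.9% of its UMIs, as 1 of the 19 control cells held 90.8% of those of the control (158 of 174). Without the mutant cell the median of the apical list was 0.20 (percentile 94.9), within the range of random lists. Meis2 had a ratio of 2.15 [1.42, 3.24], but 1 control cell held 38 of its 48 UMIs in the control and 2 mutant cells held 20 each of the 53 in the mutant, so its size rests on single cells. Nrp2 had a ratio of 2.25 [1.16, 4.40].

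For the 3-month over the P10 mutant in V1R-dominant VSNs, the basal list had a median of -0.41 (percentile 0.01), where the median of all genes was -0.14. The choice of cells moved it most, to -0.10 (percentile 30.5) over cells with a Meis2 UMI, and at a list bound of 4 it was -0.27 (percentile 8.09). The apical list had a median of 0.18, but this value was negative under 5 alternatives, among them cells with at least 2000 UMIs (-0.34), and no direction is given for it. Against part B of the control, the 3-month mutant had a basal median of 0.36 (percentile 100) and an apical median of -0.45 (percentile 0.02). In V2R-dominant VSNs the 3-month over the P10 mutant gave an apical median of -0.73 (percentile 0) and a basal median of 0.11 (percentile 99.6).

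**Figure D3:**
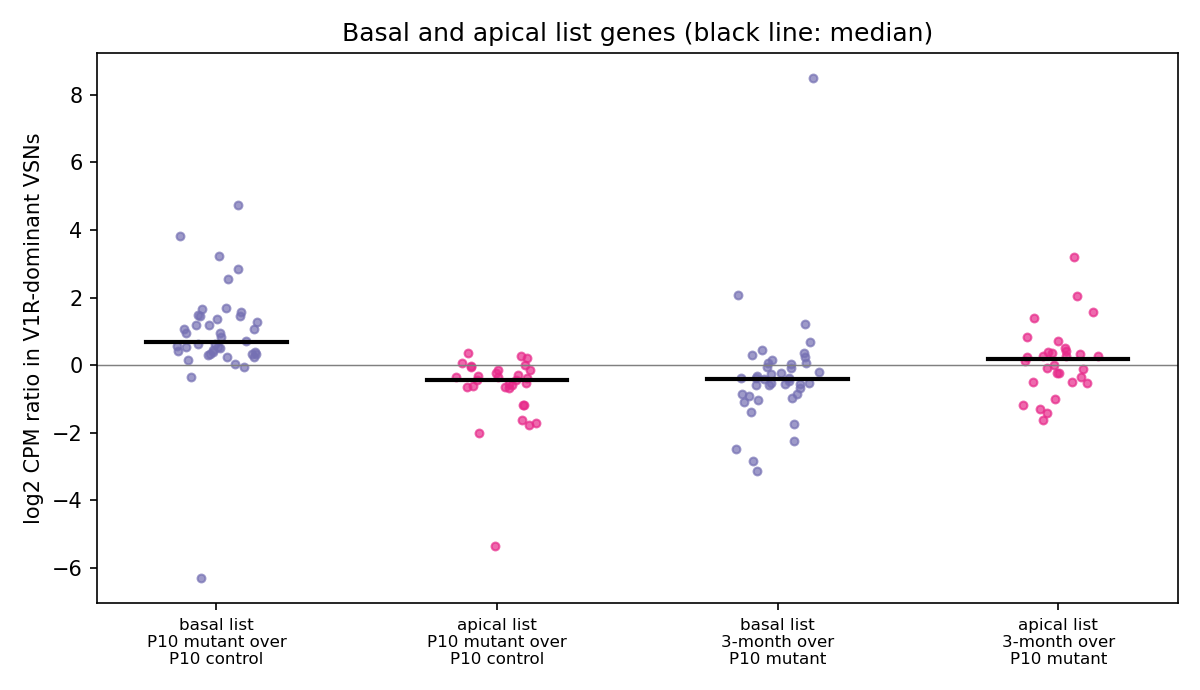
Log2 CPM ratios in V1R-dominant VSNs of single genes of the basal and apical lists, shown for genes with at least 10 UMIs in both groups together. Each point is 1 gene and black lines are medians: 0.68 and -0.43 for the P10 mutant over the P10 control, -0.41 and 0.18 for the 3-month over the P10 mutant, where the last changed sign under 5 alternatives.

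By the fixed rule, the genes most clearly higher in V1R-dominant VSNs of the P10 mutant than of the control were Tfap2e, Cnpy1, Smchd1, Gm36028 and Rab3c. Cnpy1 (chromosome 5, 28200819 to 28245806) had a ratio of 49.6 [16.3, 246], Smchd1 (chromosome 17, 71344489 to 71475343) one of 12.5 [9.17, 17.3], Gm36028 (chromosome 16, 37850913 to 37861146) one of 8.88 [7.40, 10.7] and Rab3c (chromosome 13, 110054187 to 110280996) one of 7.84 [5.72, 10.9], with 41.0% of its UMIs in 1 cell. All are annotated as protein coding on the minus strand, and the first 3 of these genes after Tfap2e belong to the basal list. The genes most clearly lower were Mcpt4, Tpsb2, Nqo1, Bglap3 and Cpa3. All UMIs of Mcpt4 (277), Tpsb2 (173) and Cpa3 (104), which are mast cell genes, were in 1 control cell, and 86.4% of the Bglap3 UMIs of the control were in 1 cell. Nqo1 (chromosome 8, 107388225 to 107403206, minus strand), on the apical list, was at 308 and 6.82 CPM, a ratio of 0.0221 [0.00600, 0.0572], and was seen in 38 of 58 control cells and 4 of 25 mutant cells.

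At 3 months the genes most clearly higher than in the P10 mutant were Bglap3, Obp1a, Obp1b, Gm42418 and Gm14744 in V1R-dominant VSNs. Of their UMIs, 96.6%, 73.8%, 75.3%, 7.79% and 68.0% were in 1 cell, and Obp1a and Obp1b are gland genes. Gm42418 had a ratio of 35.1 [32.6, 37.8]. The genes lower were Vopp1 (0 against 100 UMIs, of which 80% were in 1 cell), Sox11 (0.0309 [0.000772, 0.178]), Smchd1 (0.109 [0.0588, 0.186]), Gap43 (0.179 [0.0961, 0.309]) and Cnpy1 (0.125 [0.0333, 0.335]). In V2R-dominant VSNs the P10 mutant was higher than the control for Tfap2e, Gnai2, Rab3c, Fpr3 and Fth1 and lower for Bglap3, Cdkn1c, Nars, C1qtnf4 and Dpysl3, with all Fpr3 UMIs of the mutant in 1 cell. The 3-month mutant was higher than the P10 mutant for Bglap3, H2-M10.4, H2-M10.1, H2-M10.5 and Hist1h1e, with 48.9%, 39.1%, 81.2%, 43.0% and 12.6% of their UMIs in 1 cell. It was lower for Fpr3, Gng13, Gnai2, Meis2 and Homer2, with 100%, 45.5%, 43.9%, 37.7% and 25.4% of the P10 mutant UMIs in 1 cell.

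Notch signaling was examined in all precursors, the dividing ones included, split by whether a Bcl11b UMI was seen. The study instead chose its cells by hand where its branches part, so the splits differ. The precursor name itself depended on the joint clustering. With each library clustered on its own, 19 of 48 precursors of the P10 control kept the name and 24 were unnamed. In the P10 mutant 10 of 18 kept it and 6 were named neutrophil. The ratios may therefore reflect in part which cells were named precursor. In the P10 control there were 20 Bcl11b-positive precursors and 28 without a Bcl11b UMI. Notch1 (ENSMUSG00000026923, chromosome 2, 26457903 to 26516663, minus strand) had a ratio of positive over negative cells of 1.20 [0.633, 2.25] and its ligand gene Dll4 (ENSMUSG00000027314, chromosome 2, 119325784 to 119335962, plus strand) one of 0.685 [0.0652, 4.18], from 2 and 5 UMIs. The target genes had ratios of 2.85 [0.555, 18.4] for Hes5, 2.35 [1.18, 4.79] for Hey1, 2.14 [0.460, 10.8] for Nrarp and 1.05 [0.747, 1.46] for Ccnd1. Of these, Hey1 alone had an interval that left out 1. Thinning the cells before the Bcl11b call left 4 Hey1 UMIs, too few to show a direction. For the others no difference was detectable at this depth. Hes1, another target gene, went the other way, with a ratio of 0.326 [0.214, 0.480]. Gap43 had a ratio of 10.7 [6.70, 17.8], so the Bcl11b-positive cells were later in the lineage, and stage and Bcl11b are not separated by this split.

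In the P10 mutant, with 9 cells on each side, Hey1 had a ratio of 2.41 [0.960, 6.82], Notch1 one of 0.855 [0.450, 1.62] and Ccnd1 one of 4.21 [2.34, 8.14], while Dll4 had 0 UMIs. Hes1 had 0 UMIs in positive and 26 in negative cells, Gap43 53 and 1, and the median UMIs of the cells were 15344 and 6387. In the 3-month mutant, with 13 positive and 15 negative cells, Notch1 was higher in Bcl11b-positive cells (5.68 [2.50, 15.1]), as were Hes5 (43.0 [7.29, 1740], 40 UMIs against 1), Hey1 (33.3 [5.55, 1358], 31 against 1) and Ccnd1 (3.40 [2.55, 4.58]). Nrarp had 18 UMIs in positive and 0 in negative cells. Hes1 had a ratio of 2.87 [0.688, 16.8] and Gap43 one of 1.91 [1.10, 3.37]. Dll4 was lower, with a ratio of 0.108 [0.00248, 0.756] from 1 and 10 UMIs.

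**Figure D4:**
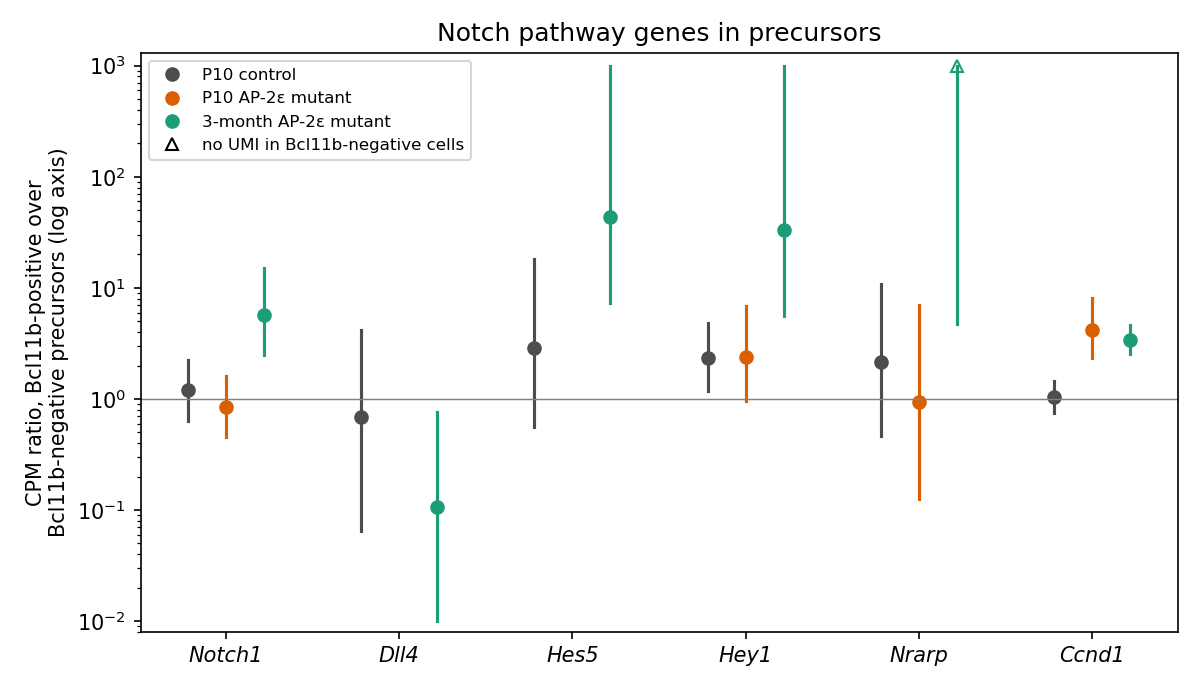
CPM ratios (log axis) of 6 Notch pathway genes between Bcl11b-positive and Bcl11b-negative precursors of each library, with conditional exact 95% intervals that are clipped at 0.01 and 1000. The open triangle marks Nrarp in the 3-month mutant, with no UMI in Bcl11b-negative cells. In the P10 control all intervals but that of Hey1 (2.35) include 1.

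Dll4 and Notch1 were seen together in 3 of 48 precursors of the P10 control, where 2.08 would be expected if independent (5 cells with Dll4, 20 with Notch1), and in 3 of 28 of the 3-month mutant, where 2.14 would be. In the P10 mutant 0 of 18 precursors had Dll4, but at the 10% mitochondrial limit 12 of 63 had both genes, where 8.67 would be expected, and in the P10 control 20 of 144, where 16.5 would be. Foxn4 was higher in Dll4-positive than in Dll4-negative precursors of the P10 control (12.6 [3.19, 58.5], 7 and 4 UMIs) and of the 3-month mutant (11.1 [1.09, 545], 4 UMIs and 1). The other 7 Notch receptors and ligands together had 39.5 CPM [27.7, 54.7], 74.5 CPM [45.5, 115] and 59.0 CPM [39.2, 85.3] in precursors, with Jag2 the highest of them in each library (14.3, 48.4 and 25.3 CPM), against 50.5, 164 and 92.7 CPM of Notch1. The 10% mitochondrial limit moved the sum of the P10 control most, to 60.6 CPM. Numb was at 11.0, 7.45 and 25.3 CPM.

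By the fixed rule, Pdlim2, Pgbd5, Prph, Gm10503 and Trim66 were higher in Bcl11b-positive precursors of every library, each with a log2 ratio of at least 2.74, and Spdl1, Cdkn2c, Iqgap3, Kif23 and Kifc1 were lower, each by at least 1.87 on the log2 scale. The library with the smallest change had 3 or fewer UMIs on one side for most of these genes.

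The onset of the type genes was followed in the P10 control. The dividing precursors of sub-cluster 7 had Meis2 at 386 CPM, Tfap2e at 1.53, Bcl11b at 53.7 and Sox2 at 267. In sub-cluster 8 Meis2 was at 1371 CPM [1232, 1521], Bcl11b at 312 [248, 388], Gnai2 at 566 [478, 665] and Gnao1 at 404 [331, 490], while Tfap2e was at 11.6 [2.38, 33.8], from 3 UMIs, and Sox2 at 3.85, from 1. In the immature basal branch Tfap2e was at 154 CPM [125, 187] and Meis2 at 39.6, and in the immature apical branch Meis2 was at 1444 [1379, 1512] and Tfap2e at 49.2. Each branch was named from marker levels: Meis2, Gnai2, Nrp2 and Vmn1r for the apical, Tfap2e, Gnao1, Robo2 and Vmn2r for the basal. These opposite levels are therefore part of the naming and no separate result. Sox2 stayed at 4.65 CPM in immature and 4.41 in mature VSNs, as in immune, stromal, glial and endothelial cells (4.58). The mutants differed from this order in Tfap2e: in the immature apical branch it was at 523 CPM [464, 587] in the P10 mutant and 185 CPM [138, 241] in the 3-month mutant.

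Gnai2 and Gnao1 were seen together, after thinning, in 20% [9.05, 35.6] of P10 control precursors (8 of 40, where 5.7 cells would be expected if independent), 15.7% [9.73, 23.4] of immature VSNs (19 of 121) and 3.45% [0.717, 9.75] of mature VSNs (3 of 87). The 2 branches or types have opposite levels of these genes, which for the branches is part of their naming. The expected number is therefore given within each: 14.9 for the 12 cells of the immature apical branch, 8.0 for the 7 of the basal branch, 1.96 for the 2 V1R-dominant VSNs and 1.16 for the 0 of 19 V2R-dominant VSNs, which allows up to 17.6%. There were 8, 11 and 9 cells left out. Without thinning the shares were 50%, 60.6% and 20.8%, the largest shift of any setting. In immune, stromal, glial and endothelial cells, where Gnao1 is near its background, the thinned share was 0.381%, at a median of 9074 UMIs against 14802.5 in precursors. Among the precursors, 7 of the 8 cells were in sub-cluster 8, where 6.5 would be expected, and 1 was in sub-cluster 7, where 0.818 would be. No excess over independence is therefore read for precursors. In 20 other draws the precursor share was 10.0% to 22.5% and the immature share 11.6% to 23.97%, so no order between these stages is read.

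Notch target genes in sustentacular-like cells were led by Hes1, at 475 CPM [432, 521] in the P10 control, 490 [432, 555] in the P10 mutant and 366 [330, 404] in the 3-month mutant, and Hey1, at 256 [225, 290], 368 [318, 425] and 205 [178, 234]. Hes5 had 1, 0 and 0 UMIs. Nrarp was at 30.4, 36.8 and 8.48 CPM and Ccnd1 at 40.9, 5.81 and 55.6 CPM. In precursors of the P10 control Hes1 was at 213 CPM, Hey1 at 41.7, Nrarp at 9.87, Ccnd1 at 173 and Hes5 at 8.77, so Ccnd1 and Hes5 were higher there than in sustentacular-like cells. In mature VSNs Hes1 and Hey1 were both at 7.71. Hes1 is not specific to these cells: it was at 278 CPM in immune, stromal, glial and endothelial cells of the P10 control.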

Values the study reported

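The study reported 10,582 cells at P60 after its filters, from libraries that were not used here.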

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

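The tests of the mitochondrial filter and of the dissection for the epithelial cells, of all genes for doublets among them, of VSN RNA for the sustentacular-like cells, of free RNA in immune and stromal cells and of doublets in the V2R-dominant cells, and those without the cell with the most Gnai2 UMIs of each library and of the list without the mutant cell, were chosen after the result had been seen. The test over 10 leading genes was added once Krt19 and Lgals7 had not settled the matter. The epithelial genes named here were chosen after their values had been seen.

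Tfap2e was highest outside the neurons, in cells that no comparison of the report uses. An unnamed epithelial cluster, which in the mutants expressed Epcam, Krt19, Cldn3 and Fgfbp1, had Tfap2e at 1243 CPM in the P10 mutant (49 cells, 3.84% of cells) and at 784 CPM in the 3-month mutant (67 cells, 1.48%). In the P10 control the cluster had 5 cells (0.317%) and 0 Tfap2e UMIs. Unnamed clusters together held 54.1% of all Tfap2e UMIs in kept cells of the P10 mutant, more than mature and immature VSNs together (20.2% and 14.7%). RNA or doublets from V1R-dominant VSNs would bring their receptors. Vmn1r was at 523.5 CPM in the cluster where 32080 CPM would be needed, which argues against that source, and it was 28.4 CPM over the 206 cells that the 10% mitochondrial limit gives. At that limit the cluster still held 0.0417% of the control cells (2 cells) against 5.21% of the P10 mutant cells, which argues against the filter having removed such cells from the control alone. Of the mutant cells in the cluster 5.17% [1.92, 10.9] ranked as doublets, against 6.998% of all cells of the mutant libraries. This decides nothing, because the ranking did not mark a control cell with 277 Mcpt4 and 164 Vmn1r UMIs. A mixture of 2 types cannot exceed the higher of them, yet 18 genes were clearly over 2 times their level in any other cluster in both mutant libraries (17 other clusters: median 2, from 0 to 25). More than 20 had been asked for before the count was made, so the mark was missed and cells of an own type are not shown by it. The 18 genes still argue against doublets of the types in the other clusters as the whole source, for those genes. A difference between dissections or libraries cannot be told apart from the genotype: with 5 cells in the control the cluster has no counterpart to compare, and although Krt19 was at 2007 CPM in those cells and 2015 CPM in the P10 mutant cells, Krt5 was at 1049 and 29.7 CPM, so they may be of another type. Activity of the transgene in epithelial cells is a hypothesis that stays open and was not tested.

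Sustentacular-like cells, which had 0 Tfap2e UMIs in the P10 control, had 87.2 CPM in the P10 mutant and 110 CPM in the 3-month mutant. At the 10% mitochondrial limit the levels were 1.58 CPM (17 UMIs in 451 cells), 62.8 CPM and 39.5 CPM, so the absence in the control and the order of the mutants depend on that limit. Tfap2e relative to Vmn1r was 29.8 [21.4, 40.5] times higher in these cells than in V1R-dominant VSNs of the P10 mutant, which argues against RNA or doublets of those neurons. It does not cover V2R-dominant VSNs of the P10 mutant, with Tfap2e at 512 CPM and Vmn1r at 12.6 CPM. Immature VSNs, with Tfap2e at 511.5 CPM, were not tested as a source either. For RNA of the epithelial cluster, Krt19 and Lgals7 relative to Tfap2e were 3.101 [2.80, 3.43] times the level in the cluster. That value decides nothing, because Krt19 was already at 608 CPM in sustentacular-like cells of the control, and on this test the source cannot be told apart. Over the 10 leading genes of the cluster the median rise over the control was 0.125 of the rise needed (from -0.987 to 0.519), which argues against cells or RNA of the cluster as the whole source. The genotype remains an untested explanation beside differences between the libraries and RNA or doublets of V2R-dominant or immature VSNs.

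Lower levels were found in immune, stromal, glial and endothelial cells of the mutants, at 16.5 and 10.7 CPM against 0.286 in the control. If this were free RNA, the classes should share a like low share of cells with a UMI. Of 22 class values 4 had an interval that left out the share of all classes, where 1.1 would be by chance, and 0 classes stood apart in both mutants. Free RNA and a low level in some classes cannot be told apart with so few cells per class.

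The apical list moved in opposite directions in the 2 VSN types of the P10 mutant: the median log2 ratio to the control was 0.41 in V2R-dominant and -0.43 in V1R-dominant VSNs. The difference between the types was not tested, since each rests on 1 library, and the mutant has 9 V2R-dominant cells. Vmn1r was at 12.6 CPM in the mutant and 28.1 CPM in the control, which decides nothing on doublets: the cells were chosen for Vmn2r in at least 80% of their receptor UMIs, so doublets with many Vmn1r UMIs were left out beforehand. Doublets with V1R-dominant VSNs that had few receptor UMIs and a change in the cells themselves cannot be told apart. One mutant cell held 43.9% of the Gnai2 UMIs, and without it the Gnai2 ratio was 1.91 [1.53, 2.40]. One control cell held 90.8% of the Gnai2 UMIs of the control, and without both cells the ratio was 19.6 [11.7, 35.2]. The size of the ratio therefore rests on single cells, while a rise of Gnai2 stayed each time. For the list as a whole this is open: without the mutant cell its median was 0.20 (percentile 94.9), within the range of random lists (-0.23 to 0.24), and with 8 and 7 cells left a single cell and a shift of the list cannot be told apart. At the 10% mitochondrial limit, with 15 mutant cells and 15 of part B of the control, the median was 0.48. Gnai2 was above 1000 CPM in 3 of 9 mutant cells (33.3% [7.49, 70.1]), 1 of 19 control cells and 2 of 40 cells at 3 months, or 5 of 15, 1 of 27 and 4 of 68 at the 10% limit, and the 3 mutant cells had Meis2 UMIs and few of Gnao1 (1, 1 and 4). An incomplete change of type in a few neurons may explain this, as may chance in so few cells, and the genotype and the library cannot be separated.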

How the results depend on the processing

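The alternatives at the 10% mitochondrial limit and without ranked doublets beyond the results planned with them, those with the mixed sub-cluster kept, with epithelial classes left out, with cells of at least 2000 UMIs and with other draws of UMIs were chosen after the data had been seen. Of 737 alternative values, 563 stayed within the counting interval of the main value (for the lists, the spread of random lists), 168 moved outside it and 6 changed direction. A change of direction was counted only where the main value stood apart from no change, so the changes of sign of Notch1, Nrarp and Ccnd1 given below are among the values that moved. Among the results that answer a comparison, 171 alternatives stayed, 78 moved and 6 changed direction. Among the others, 392 stayed and 90 moved, and none changed direction. Shares of cells with a single stage gene moved under 52 of 216 alternatives, 47 of them upward and most of them with less or no thinning. No paired analysis was possible because each group has 1 library.

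Values below are given in the order P10 control, P10 mutant and 3-month mutant unless named. The share of barcodes kept was 58.5%, 44.6% and 67.6% at the 10% mitochondrial limit and 15.8%, 11.8% and 27.6% at 1000 genes. That both limits act is part of their construction. The lineage share was 12.4% and 6.32% in the P10 libraries at the 10% limit, and 21.6% and 12.0% with each library clustered on its own. The sustentacular-like share was 9.41%, 11.6% and 4.83% at the 10% limit, and 0% and 0% in the P10 libraries clustered on their own. There 75 of 105 and 31 of 69 sustentacular-like cells were named mature VSN, which raised the lineage shares, and without them these were 16.9% and 9.57%.

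The V1R-dominant share at 3 months was 33.3% with every cell thinned, the only alternative of 24 that moved a V1R-dominant share, and it kept its place below both P10 libraries. For Tfap2e in V1R-dominant VSNs the ratio of the P10 mutant to the control was 107 as a mean over cells and 106 over mature VSNs with a Meis2 UMI, and the 3-month over P10 mutant ratio in V2R-dominant VSNs was 0.312 as a mean over cells. The cause was not tested.

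The Vmn1r level as a mean over cells was 10224, 15084 and 5004 CPM, at the 10% limit 11793, 10827 and 8620 CPM, with the mixed sub-cluster kept 9811, 10328 and 4803 CPM, and 11867 CPM in the P10 mutant without ranked doublets. The Vmn2r level as a mean over cells was 1648, 2139 and 6215 CPM, with the mixed sub-cluster kept 1342, 1820 and 6874 CPM, and at the 10% limit 2512 and 8540 CPM in the mutants. The order at P10 of Vmn1r therefore changed at the 10% limit, where the control was higher. The Vmn2r level was highest at 3 months throughout.

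The basal list in V1R-dominant VSNs, P10 mutant over control, had a median log2 ratio of 0.57 at a bound of 4, 0.77 at 20 UMIs, 0.54 at 200 UMIs and 0.80 in cells with at least 2000 UMIs. The apical list had -0.32 over cells with a Meis2 UMI and -0.65 with the mixed sub-cluster kept. In non-neuronal cells the basal list had -0.34 at a bound of 4 and -0.25 without ranked doublets. For the 3-month over the P10 mutant, the basal list had -0.10 over cells with a Meis2 UMI (percentile 30.5 of random lists) and -0.27 at a bound of 4 (percentile 8.09). The apical list changed sign at a bound of 4 (-0.51), at 200 UMIs (-0.17), with part B as the source of the list (-0.23), over cells with a Meis2 UMI (-0.033) and over cells with at least 2000 UMIs (-0.34), and moved to 1.36 with the mixed sub-cluster kept. The cause was not tested.

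Stage shares changed with the method. By detection, as shares of thinned cells with a marker, precursors were 5.56% and 5.13% in the P10 libraries, immature VSNs 61.1%, 69.2% and 45.2%, and mature VSNs 24.4% and 37.0% in the mutants. With each library clustered on its own, immature VSNs were 21.1% and 23.5% in the P10 libraries, mature VSNs 65.7%, 54.2% and 74.5%, and precursors 0% at 3 months, where 16 of 28 fell into sub-clusters called mixed. Without the sustentacular-like cells the mature shares were 56.0%, 42.6% and 74.3%. At the 10% limit precursors were 24.3% and 25.2% in the P10 libraries, and with the mixed sub-cluster kept mature VSNs of the control were 41.2%. The cause of the other changes was not tested.

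In control precursors the log2 ratio of Notch1 was -1.39 with thinned cells and -2.21 between the basal and apical branches, from 4 UMIs each. Hey1 changed sign with thinned cells (-1.39), also from 4 UMIs. These are too few to show a direction. Nrarp was -1.32 as a mean over cells. Ccnd1 was -1.38 at 2 or more Bcl11b UMIs, 1.25 over cells with a Neurog1 or Neurod1 UMI, -2.97 with thinned cells and 1.17 between the branches, so no direction holds for it. Cells with both Dll4 and Notch1 were 0 times the expected number with thinned cells, where 0.1 were expected, so this decides nothing, and at the 10% limit 1.21 times. The sum of the other Notch genes was 60.6 CPM at the 10% limit. Gnai2 and Gnao1 co-detection in precursors, immature and mature VSNs of the control was 38.5%, 30.7% and 10% at 4000 UMIs and 50%, 60.6% and 20.8% without thinning, since deeper cells show more genes. The mature share was the lowest of the 3 stages in each case, while precursors and immature VSNs had no stable order, with medians of 15% and 15.7% over other draws.

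Depth limits most of these results. Precursors numbered 48, 18 and 28 cells, Dll4 had 7, 0 and 11 UMIs in them, and mature VSNs of the 3-month library had a median of 1342 UMIs. With thinned cells no value was obtained for Dll4, Hes5 and Nrarp in control precursors, and between the branches none for Dll4. Dll4 and Hes5 had fewer than 3 UMIs in precursors of the P10 mutant, and no alternative was computed for their ratios between Bcl11b-positive and Bcl11b-negative cells there. Foxn4 gave no value at 3 months over cells with a Neurog1 or Neurod1 UMI.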

Other observations

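The tests of an allele or library difference for Bglap3 and Nqo1 and of a whole-library difference for Gm42418, and the odds ratio of the V1R-dominant share, were chosen after the result had been seen.

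The mast cell genes that led the genes lower in V1R-dominant VSNs of the P10 mutant came from 1 cell of the control: 100% of the Mcpt4 UMIs were in 1 of 58 cells, which had 22483 UMIs in all, 277 of Mcpt4 and 164 of Vmn1r. A doublet of a VSN and a mast cell is consistent with this, although the cell was not among the ranked doublets. No biological explanation was tested.

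Bglap3, lower in V1R-dominant and V2R-dominant VSNs of the P10 mutant, rested on few cells too: 86.4% of its UMIs in V1R-dominant VSNs of the control were in 1 cell, and 99.0% of those in V2R-dominant VSNs. Reads moving to the paralogs Bglap and Bglap2 would raise them, but these changed by -7.63 CPM where Bglap3 lost 142 CPM. In the chondrocyte and osteoblast class the Bglap3 ratio of the mutant to the control was 1.297 [0.845, 1.99]. This leaves out the ratio in V1R-dominant VSNs (0.0119 [0.000299, 0.0672]). It argues against an allele or library difference of that size in every cell, although the level in that class was only 14.9 CPM in the control against 143 CPM in VSNs. Non-neuronal cells together were at 13.8 CPM in the mutant and 46.0 CPM in the control, so a smaller difference between the libraries stays open.

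Nqo1, lower in V1R-dominant VSNs of the P10 mutant, did not rest on a few cells, since the cell with the most held 11.6% of its UMIs. In fibroblasts the ratio of the mutant to the control was 1.185 [0.718, 1.94], from 32 and 39 UMIs, which argues against an allele or library difference acting in every cell. A loss of an apical gene in these neurons may follow from AP-2ε, which remains a hypothesis, as 1 library stands for each genotype.

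Gm42418, higher in V1R-dominant VSNs at 3 months by a ratio of 35.1, was higher in the other classes as well, with ratios from 9.19 to 30.3 over 8 classes. A difference of the whole library is consistent with these values, and Gm42418 is then no feature of the neurons. Both the age and the Cell Ranger version differ between the mutant libraries, and neither was tested.

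The basal list was lower at 3 months than in the P10 mutant, but at a list bound of 4 (-0.27, percentile 8.09) and over cells with a Meis2 UMI (-0.10, percentile 30.5) it did not stand apart from random lists. Shallow cells are not the source of it by the test made: over cells with at least 2000 UMIs (15 and 24 cells) the median log2 ratio was -0.46, below all random lists. Lower Tfap2e is another candidate explanation, since the Tfap2e level was 0.297 of the P10 mutant level. Within the P10 mutant, the 12 V1R-dominant VSNs with more Tfap2e had 1111 CPM and the 12 with less had 343 CPM. The first over the second gave a median of 0.041 (percentile 61.1), within the range of random lists (-0.094 to 0.129). A shift as large as that at 3 months would lie outside this range. No shift of that size with the Tfap2e level was thus seen within the P10 mutant. The cells with less Tfap2e were still above the 3-month level of 225 CPM, so the split does not reach that level. Lower Tfap2e at 3 months therefore stays open as a source. A smaller effect of the level cannot be told apart from none in so few cells, and age stays open. The maturity of the cells was not tested and stays open too. Gap43, a marker used here for immature VSNs, was at 0.179 [0.0961, 0.309] of the P10 mutant level in V1R-dominant VSNs at 3 months. Dpysl3, another such marker, is on the basal list.

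The V1R-dominant share was lower at 3 months. Over classified VSNs with at least 2000 UMIs it was 34.9% [21.01, 50.9] (15 of 43), against 68.6% [50.7, 83.2] in the P10 mutant and 75.0% [63.7, 84.2] in the P10 control. The odds ratio at 3 months was 0.250 [0.0848, 0.698] to the P10 mutant and 0.182 [0.0728, 0.434] to the control, counting error only, which argues against shallow cells as the source. Age and library stay open and were not tested.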
